# Periostin plays a critical role in the cell cycle in lung fibroblasts

**DOI:** 10.1186/s12931-020-1299-0

**Published:** 2020-01-30

**Authors:** Tomohito Yoshihara, Yasuhiro Nanri, Satoshi Nunomura, Yukie Yamaguchi, Carol Feghali-Bostwick, Keiichi Ajito, Shoichi Murakami, Masaaki Mawatari, Kenji Izuhara

**Keywords:** Idiopathic pulmonary fibrosis, Periostin, Fibroblast, Proliferation, Cell cycle, Integrin

## Abstract

**Background:**

Idiopathic pulmonary fibrosis (IPF) is a devastating disease with a median survival of only three to 5 years. Fibroblast proliferation is a hallmark of IPF as is secretion of extracellular matrix proteins from fibroblasts. However, it is still uncertain how IPF fibroblasts acquire the ability to progressively proliferate. Periostin is a matricellular protein highly expressed in the lung tissues of IPF patients, playing a critical role in the pathogenesis of pulmonary fibrosis. However, it remains undetermined whether periostin affects lung fibroblast proliferation.

**Methods:**

In this study, we first aimed at identifying periostin-dependently expressed genes in lung fibroblasts using DNA microarrays. We then examined whether expression of cyclins and CDKs controlling cell cycle progression occur in a periostin-dependent manner. We next examined whether downregulation of cell proliferation-promoting genes by knockdown of periostin or integrin, a periostin receptor, using siRNA, is reflected in the cell proliferation of lung fibroblasts. We then looked at whether lung fibroblasts derived from IPF patients also require periostin for maximum proliferation. We finally investigated whether CP4715, a potent inhibitor against integrin α_V_β_3_ (a periostin receptor), which we have recently found blocks TGF-β signaling, followed by reduced BLM-induced pulmonary fibrosis in mice, can block proliferation of lung fibroblasts derived from IPF patients.

**Results:**

Many cell-cycle–related genes are involved in the upregulated or downregulated genes by periostin knockdown. We confirmed that in lung fibroblasts, periostin silencing downregulates expression of several cell-cycle–related molecules, including the cyclin, CDK, and, E2F families, as well as transcription factors such as B-MYB and FOXM1. Periostin or integrin silencing slowed proliferation of lung fibroblasts and periostin silencing increased the distribution of the G0/G1 phase, whereas the distribution of the G2/M phase was decreased. Lung fibroblasts derived from IPF patients also required periostin for maximum proliferation. Moreover, CP4715 downregulated proliferation along with expression of cell-cycle–related genes in IPF lung fibroblasts as well as in normal lung fibroblasts.

**Conclusions:**

Periostin plays a critical role in the proliferation of lung fibroblasts and the present results provide us a solid basis for considering inhibitors of the periostin/integrin α_V_β_3_ interaction for the treatment of IPF patients.

## Background

Idiopathic pulmonary fibrosis (IPF) is a characteristically progressive chronic lung disease, with irreversible lung scarring and the histological features of interstitial fibrosis of lung tissues, and unknown etiology [1]. IPF is devastating; the median survival of IPF patients is 3 to 5 years. Aberrant activation of the lung epithelium triggers pulmonary fibrosis, producing mediators of fibroblast migration, proliferation, and differentiation into active myofibroblasts. The fibroblasts and myofibroblasts then secrete exaggerated amounts of extracellular matrix (ECM) proteins, which then remodel the lung architecture.

Fibroblast proliferation is a hallmark of IPF, as is the secretion of ECM proteins from fibroblasts [2]. It is still uncertain whether, in the lung tissues of IPF patients, the progressive proliferation of fibroblasts is programmed in fibroblasts themselves or is in some way influenced by the extracellular milieu. Several trials have been performed to compare gene profiles in fibroblasts derived from IPF patients and normal donors [3–5], showing that gene expression patterns differ in these two types of fibroblasts. Expression of fibrosis-related genes (*IGFBP3*, *IGFBP7*, *LOX*, and *POSTN*) chemokines (*CCL2*, *CCL8*, and *CCL2*6), and growth factors such as *FGF7* are upregulated in IPF fibroblasts. Several proliferation-related genes such as *WNT5A* and *RGCC* are sporadically observed in the gene profiles of upregulated genes in IPF fibroblasts. However, we are far from understanding how IPF fibroblasts acquire the ability to progressively proliferate.

Periostin encoded by the *POSTN* gene is a matricellular protein of 93.3 kDa in size belonging to the fasciclin family and is involved in the pathogenesis of various inflammatory and fibrotic diseases by accelerating inflammation or fibrosis [6, 7]. We and others have demonstrated that periostin is highly expressed in the lung tissue of IPF patients [8–12]. It is of note that expression of periostin is significant in fibroblastic foci in which fibrosis is active and that upon stimulation by either IL-4 or IL-13 periostin can be detected in the supernatant of lung fibroblasts, but not of airway epithelial cells [8–10, 13], suggesting that fibroblasts are main sources of periostin in lung. Moreover, we and another group have shown that a genetic deficiency of periostin or the administration of neutralizing antibodies (Abs) against periostin protected mice from bleomycin (BLM)-induced pulmonary fibrosis [10, 14], suggesting the significance of periostin in generating pulmonary fibrosis. Periostin acts by binding several integrin molecules—α_V_β_1_, α_V_β_3_, α_V_β_5_, α_6_β_4_, and α_M_β_2_—on cell surfaces [7]. We have previously shown that periostin derived from fibroblasts acts on fibroblasts by co-operating with inflammatory cytokines such as TNF-α activating NF-κB, followed by inducing pro-inflammatory cytokines or chemokines [14]. This is one underlying mechanism by which periostin causes pulmonary fibrosis. Moreover, we have recently found that cross-talk between TGF-β, a critical mediator for pulmonary fibrosis, and periostin via α_V_β_3_ integrin is important for generating pulmonary fibrosis [15]. However, it has remained undetermined whether or how periostin affects the proliferation of fibroblasts.

In this study, we first aimed to identify periostin-dependently expressed genes in lung fibroblasts, comparing the gene profile in periostin-silenced fibroblasts and found that many cell-cycle–related genes are involved in this profile. Accordingly, periostin- or integrin α_V_β_3_-silenced fibroblasts showed slower proliferation. Lung fibroblasts derived from IPF patients also required periostin for maximum proliferation. Moreover, an inhibitor of integrin α_V_β_3_, a periostin receptor, downregulated proliferation along with expression of cell-cycle–related genes in IPF lung fibroblasts as well as in normal lung fibroblasts. These results offer the first formal proof that periostin plays a critical role in the proliferation of lung fibroblasts.

## Methods

### Cell culture

MRC-5 cells (Riken BioResource Center, Tsukuba, Japan) were maintained as previously described [16]. NHLFs (normal human lung fibroblasts) were purchased from Lonza (Basel, Switzerland). RNA extracts were applied to quantitative reverse transcription PCR (qRT-PCR). Five clones of lung fibroblasts were cultured from the explanted lungs of IPF patients undergoing lung transplantation and nine clones of lung fibroblasts were also cultured from normal donor lungs that were not used for transplantation [3, 17].

### Knockdown of mRNA by siRNA

siRNA oligonucleotides were purchased from Dharmacon/GE Healthcare (Lafayette, CO, USA). Cells were transfected with ON-TARGET plus siRNA for *POSTN*, *ITGAV*, *ITGB3*, or control at the indicated concentrations and for the indicated times in the presence of RNAiMAX reagent (Thermo Fisher Scientific, Rockford, IL, USA).

### DNA microarray analysis

MRC-5 cells were transfected with 10 nM periostin siRNA for 48 h. Total RNA with an RNA integrity number greater than 9.2 was applied to Agilent Expression Array (SurePrint G3 Human GE8x60K v2 Microarray, Takara Bio, Shiga, Japan). The calculated relative signal intensity values were presented on a heat map and subjected to MultiExperiment Viewer (MeV) v4.9 software (Dana-Farber Cancer Institute, Boston, MA, USA). For gene ontology analysis, the Database for Annotation, Visualization, and Integrated Discovery (DAVID) tool (National Cancer Institute, Frederick, MD, USA) was used. This database includes the Gene Ontology Database (http://geneontology.org/, GSE132917).

### Cell proliferation assay

After incubation in serum-free medium for 24 h, cells were treated with control or with periostin siRNA. Cell proliferation was evaluated using a Cell Counting kit-8 (Dojindo, Kumamoto, Japan) or BrdU Cell Proliferation ELISA Kit (Abcam, Cambridge, UK).

### Flow cytometry

To analyze cell death, the cells were treated with 50 μg/mL cycloheximide (Wako, Osaka, Japan) or 50 ng/mL TNF-α (PeproTech, Rocky Hill, NJ, USA) or either control siRNA or periostin siRNA for the indicated times. After harvested cells were labeled with annexin V FITC (Apoptosis Detection Kit I, BD Biosciences, Tokyo, Japan) and propidium iodide (PI, Sigma-Aldrich, San Diego, CA, USA), the cells were subjected to flow cytometry analysis using FACSCalibur (BD Biosciences).

For cell cycle analysis, MRC-5 cells and NHLFs were treated with control siRNA or periostin siRNA and then were fixed in ice-cold 70% ethanol for 1 h. After washing, cells were incubated in PI staining buffer (50 μg/mL PI, 0.1 mg/mL RNase A and 0.5% Triton X-100) for 30 min at 37 °C in the dark. After staining with PI (Sigma-Aldrich), the DNA content was analyzed by flow cytometry.

### qRT-PCR

qRT-PCR was performed as previously described [15]. Primers for qRT-PCR are described in Additional file 2: Table S1.

### ELISA

ELISA for human periostin was performed using two rat anti-human periostin mAbs, SS18A and SS17B (Shino-test, Tokyo, Japan), as previously reported [15.

### Adhesion assay

MRC-5 cells were transfected with 10 nM periostin siRNA for 72 h. Detached cells in the culture medium were collected to the tube and centrifuged. The cells were resuspended in the culture medium and counted the number of cells.

### Recombinant human periostin protein

Recombinant human periostin protein was purchased from R&D systems (Minneapolis, MN, USA). Ten μg/mL of recombinant human periostin protein was added for the cell proliferation assay.

### Transient transfection

Overexpression of periostin was performed as previously described [15].

### α_V_β_3_ inhibitor

CP4715, an α_V_β_3_ integrin inhibitor, was prepared as previously described [18–21]. In some experiments, MRC-5 cells and IPF lung fibroblasts were treated with 1 μM CP4715 dissolved in DMSO for 24 h.

### Statistical analysis

Data are presented as mean ± SD. Statistical analyses were performed using the Prism 5.0 software (GraphPad Software, La Jolla, CA, USA). Significance was assessed using an unpaired or paired Student’s *t*-test. Values of *P* < 0.05 were considered statistically significant.

## Results

### Comparison of the gene profiles affected by periostin silencing in lung fibroblasts

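MRC-5 is an established line of human fetal lung fibroblasts. RNA from 1 culture transfected with control siRNA and 1 culture transfected with periostin siRNA, both at 10 nM for 48 h, was hybridized to 1 single-colour Agilent expression array each, and both arrays lay on the same slide and were scanned together. With 1 array per condition there was no replicate culture, so no test between the conditions was possible and no p-value is given. The authors deposited the scanner output of each array, in which Feature Extraction had subtracted the background from every spot, and a table of normalized intensities, which for probes printed once equals the scanner intensities multiplied by 1 factor per array, 3.65 for control siRNA and 3.54 for periostin siRNA. Here the log2 of each background-subtracted scanner intensity was taken and the 75th percentile of its own array was subtracted. The signal was well above background, as flagged by Feature Extraction, for 58.0% of the 58717 spots on the control siRNA array and for 58.9% on the periostin siRNA array, and no spot was saturated. The 58717 spots carried 50599 distinct probes, of which 902 were printed 10 times and 49697 once. Over the 667 probes printed 10 times whose spots were all well above background on both arrays, the log2 ratio of periostin siRNA to control siRNA had a pooled SD between spots of 0.12, and this SD was 0.24 among the dimmest 134 of these probes and 0.05 among the brightest 134. These errors cover the spots of 1 slide and not the difference between cultures. Spots were given gene symbols through their RefSeq accessions, from the annotation of the GRCh38.p14 assembly, which matched 38222 spots and 21743 genes. For each gene the brightest probe was used, and where it was well above background on 1 array alone, the ratio was taken as a bound against the higher of the probe's own signal and the lowest signal well above background on the other array. POSTN, the gene targeted by the siRNA, was measured by 1 spot, whose signal scaled to a common 75th percentile was 2639 with control siRNA and 280 with periostin siRNA, a log2 ratio of -3.24 with a propagated spot error of 0.20. The setting that moved this ratio most was the normexp background correction, which models the background and adds an offset of 50 to both arrays, and it gave -2.99.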

To comprehensively identify genes expressed dependently on periostin in lung fibroblasts, we compared the gene expression profiles with or without knockdown of periostin in lung fibroblasts (MRC-5 cells). 

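The ratio of periostin siRNA to control siRNA was below 1/3 for 1783 spots and above 3 for 2320 spots when no filter was placed on the signal. Of the lower spots, 743 were well above background on both arrays, 561 on 1 array and 479 on neither. Of the higher spots, 802 were well above background on both arrays, 945 on 1 array and 573 on neither. The spots that were well above background on neither array thus made up 26.9% of the lower and 24.7% of the higher spots, and for these the ratio compares a pair of signals at or close to background level. When the spots of one probe were averaged and counted once, 1398 probes were lower and 1971 were higher by more than 3-fold. When each RefSeq gene was counted once and had to be well above background on at least 1 array, a ratio could be given for 16052 genes, of which 441 were lower and 541 were higher by more than 3-fold, with a median log2 ratio of 0.06 over all of them. The normexp background correction changed the counts most among the settings that kept the 3-fold threshold, to 366 lower and 281 higher spots and to 190 lower and 143 higher genes.

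**Figure D1:**
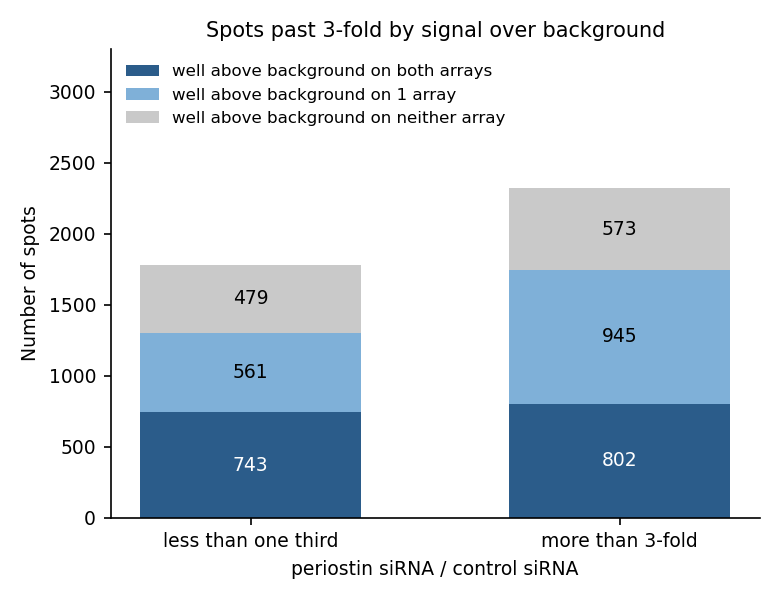
Number of spots with a ratio of periostin siRNA to control siRNA below 1/3 (left bar) or above 3 (right bar), on 1 array per condition. The colours divide each bar by whether the spot was well above background on both arrays (743 and 802 spots), on 1 array (561 and 945) or on neither (479 and 573).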

A total of 58,717 probes were tested using DNA microarrays; 1558 genes were downregulated to less than one third and 2097 genes were upregulated by more than three-fold, respectively, by knockdown of periostin (Additional file 3: Table S2). 

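The DAVID annotation was not used here, and the cell cycle was described with a pair of gene lists that ship with the Seurat package and were not chosen from these arrays, 43 genes of the S phase and 54 genes of G2 and M. Of the S phase list 41 genes could be measured, and their median log2 ratio of periostin siRNA to control siRNA was -0.63. The ratio was below 0 for 36 of the 41 genes, and 8 genes, among them DTL at -3.22 and CDC45 at -2.75, were lower by more than 3-fold, whereas none was higher by more than 3-fold. PCNA, at 0.42, was the highest of this list. Of the G2/M list 53 genes could be measured, with a median log2 ratio of -2.34. The ratio was below 0 for 52 of them and 34 were lower by more than 3-fold. CKAP5, at 0.15, was the exception. As a description of these arrays, 10000 random lists of the same size, matched on mean signal in 20 bins, were drawn from the measured genes for each list. The middle 95% of the random medians lay between -0.15 and 0.24 for the S phase list and between -0.11 and 0.23 for the G2/M list, and 0 of the 10000 random lists had a median as low as the list itself in either case. The normexp background correction moved both medians most, to -0.44 for the S phase list and -1.49 for the G2/M list. Without the genes named in Fig. 1b, Fig. 2a and Table S1, the medians were -0.62 and -2.16.

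**Figure D2:**
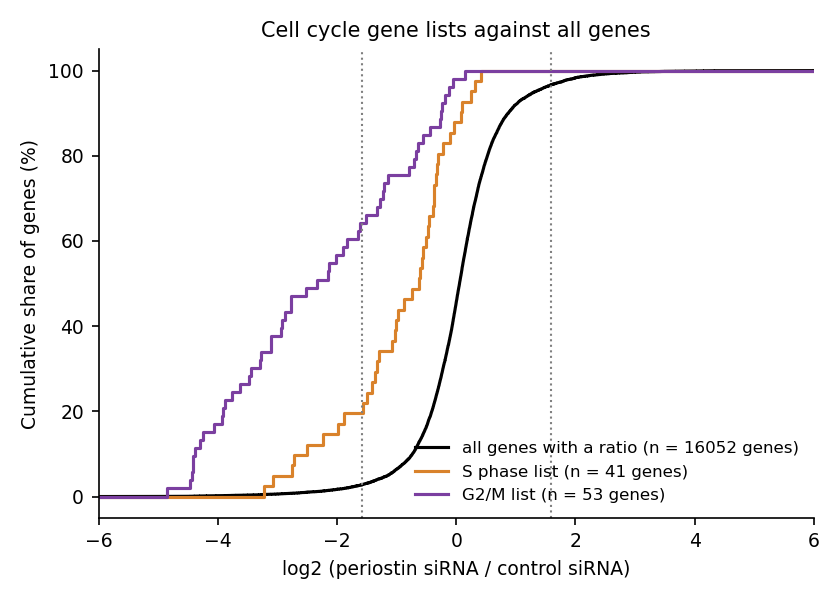
Cumulative share of genes, in percent, by log2 ratio of periostin siRNA to control siRNA, for the 16052 genes with a ratio (black), the 41 measured S phase genes (orange) and the 53 measured G2/M genes (purple), from 1 array per condition. Dotted lines mark 3-fold in either direction; 34 of the G2/M genes and 8 of the S phase genes lie left of the left one.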

When we applied these genes to DAVID analysis to enrich biological functions in this group, a GO TERM, “cell cycle”, was ranked as the highest position (Fig. 1a). 

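Of the genes named in Fig. 1b, Fig. 2a and Table S1, 34 could be named among the probes, all but one through RefSeq; the spot of PLK1 was named through Table S2, and CCNA1 was not analysed here. Of these 34, POSTN among them, 13 were lower and 1 was higher by more than 3-fold. Among the cyclins, the log2 ratio of periostin siRNA to control siRNA was -2.96 ± 0.19 for CCNA2 and -2.98 ± 0.08 for CCNB1 (SD over 10 spots), although a second CCNB1 probe gave -2.15. It was -3.11 for CCNB2 and -2.09 for CCND2, each from 1 spot. CCNE2 fell to a signal not well above background and was at least 3.97-fold lower, and its other probe was well above background on neither array. CCNE1 gave -0.37, CCND1 -0.07 ± 0.05 (SD over 10 spots) and CCND3 0.03, a sign that changed under the normexp correction and the median scaling. Among the kinases, CDK1 gave -4.30 ± 0.16 and CDK2 -1.05 ± 0.22 (SD over 10 spots), whereas CDK6 gave -0.64 and CDK4 -0.39. CDK6 and CDK4 rest on 1 spot each, with a propagated error of 0.20, by which they are not told apart. That error was also 0.20 for POSTN, CCND3 and CDKN1A. The measured SD over 10 spots was smaller for bright probes, 0.05 for CCND1 and 0.06 for ITGAV. Against that spread CDK6 fell more than CDK4, but neither error covers the difference between cultures. Of the CDC molecules, CDC20 gave -3.93, CDC25C -1.90 and CDC25A -0.07, and PLK1 gave -2.60. CDC14A was at least 20.9-fold lower by its only spot, but that spot carried a flag for uneven pixels on the control siRNA array, where its processed signal was 160 while its median pixel lay 69.0 above the local background. Among 2310 unflagged spots of like signal, the processed signal was at most 1.55 times that given by the median pixel after subtraction of the level of blank spots, and this spot exceeded that. Of the transcription factors, E2F2 was at least 5.39-fold lower from a dim signal of 41.9, MYBL2 gave -1.55, FOXM1 -1.38, E2F1 -0.95 ± 0.17 (SD over 10 spots) and E2F3 -0.69. Of the suppressive molecules, TGFB2 gave 1.59 and TGFB3 1.06. TGFB2 was the only gene of the 34 that was higher by more than 3-fold, with a fold of 3.02, and it fell below 3-fold under 4 of the alternative settings. CDKN2C was lower, at -1.62, as were RB1 at -0.93 ± 0.04 (SD over 10 spots), CDKN2D at -0.78 and TGFB1 at -0.58 ± 0.05 (SD over 10 spots). CDKN2A at -0.12, CDKN1A at -0.07 and CDKN1B at 0.09 ± 0.06 (SD over 10 spots) were close to 0, and the sign of CDKN1B changed under the median scaling and with its second probe, which gave -0.06. Under the normexp correction CCND2, CCNE2, E2F2, CDC14A, CDC25C, PLK1, CDKN2C and TGFB2 were no longer past 3-fold. That correction adds an offset of 50 to both arrays, which caps the fall of a dim gene. CCNE2, E2F2 and CDC25C had control signals of 34.0, 41.9 and 72.2, too close to the offset for a 3-fold fall to remain. For these genes the setting therefore does not test the fall. CDKN2C was not past 3-fold without scaling either, and MYBL2 passed 3-fold under 3 other settings.

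**Figure D3:**
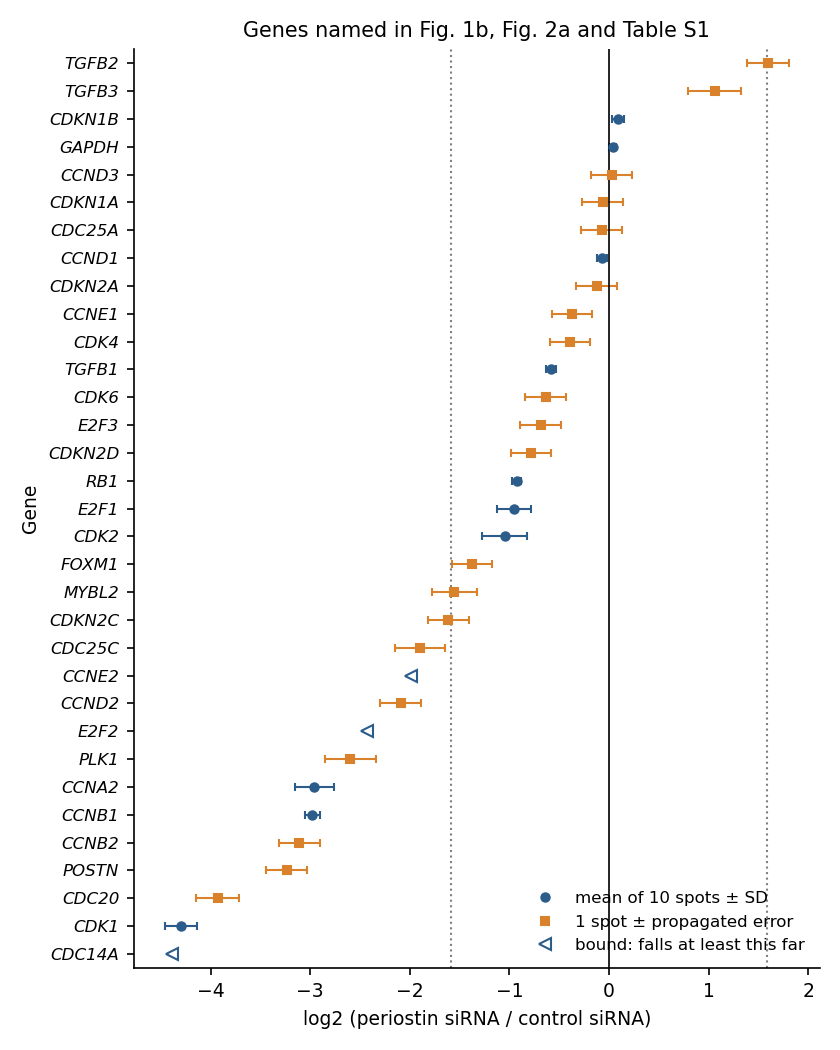
Log2 ratio of periostin siRNA to control siRNA on 1 array per condition for 33 of the 34 genes, by the brightest probe of each. Circles are means over 10 spots with their SD, squares are single spots with the propagated spot error, open triangles are bounds for genes not well above background on the periostin siRNA array, and dotted lines mark 3-fold; CDC14A, CDK1 and CDC20 lie farthest to the left and TGFB2 farthest to the right.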

Downregulated genes included cell cycle-progression genes―cyclins, cyclin-dependent kinases (CDKs), cell division cycle (CDC) molecules, and several transcriptional factors―whereas upregulated genes included the cell cycle-suppressing genes p53 and TGF-β–relating genes (Fig. 1b). These results suggest that periostin plays a role in progressing the cell cycle in lung fibroblasts.

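Among genes well above background on both arrays and without an outlier flag, whose probes well above background on both arrays all changed in the same direction, the 8 with the largest fall had log2 ratios from -5.38 to -4.42. They were DEPDC1, UBE2C, H3C15, ID1, DLGAP5, DRD2, KIF2C and BUB1. H3C15 is one of several histone genes of near-identical sequence that 1 probe may not tell apart. The 8 with the largest rise, BST2, ANXA8L1, GABRE, CLIC3, IFI44L, HSPB3, C3 and CXCL10, had log2 ratios from 4.91 to 4.00, of which ANXA8L1 has near-identical copies. Apart from CXCL10, the raised genes had control signals between 9.11 and 21.8, close to background, and the sizes and order of the changes depended on the background correction. Under the normexp correction the falls ranged from -4.51 for ID1 to -2.22 for DRD2, with that of BUB1 smaller still, and the rises lay between 1.78 for HSPB3 and 2.94 for CXCL10. Each of these rests on 1 array per condition. The paper reasons that the genes changed by knockdown of periostin are enriched for the cell cycle, that genes promoting the cycle are among the lowered ones and suppressive genes among the raised ones, and from this proposes that periostin takes part in driving the cell cycle of lung fibroblasts.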

**Fig. 1:**
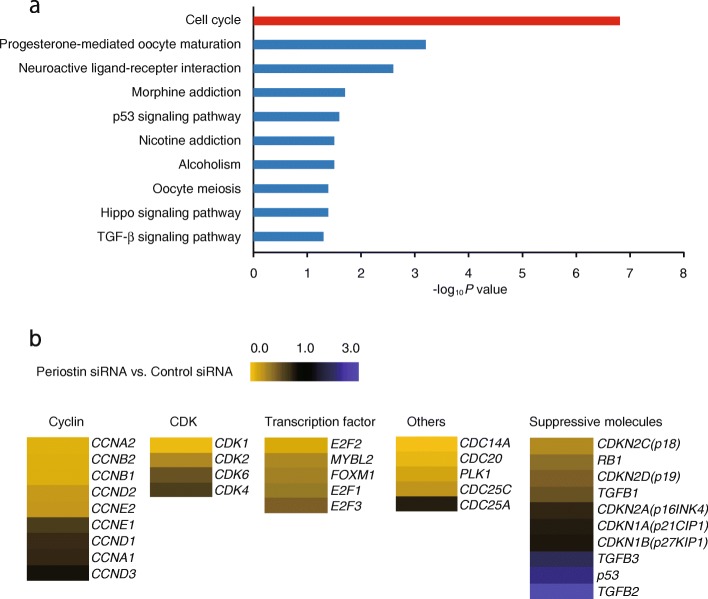
Comparison of the gene profiles affected by periostin silencing in lung fibroblasts. **a** MRC-5 cells with control or *POSTN*-specific siRNA (KD) were subjected to DNA microarray analysis. Genes downregulated by less than one third or genes upregulated by more than three-fold by knockdown of periostin were applied to DAVID analysis. Highly ranked GO terms are depicted. **b** Heat maps depict the genes in the GO term, cell cycle, with control siRNA versus periostin siRNA

### Effect of periostin silencing on expression of cell cycle-related genes in lung fibroblasts

Cell cycle progression is strictly controlled by the complex of cyclins and CDKs; cyclin D/CDK 4 or 6 promotes progression into the G1 phase, cyclin E/CDK2 elicits G1/S transition, cyclin A/CDK 2 ensures progression in S and G2, and cyclin B/CDK1 brings about progression into the M phase [22, 23]. Moreover, it is known that synthesis of most cell cycle proteins is regulated at the transcriptional level [24]. We first examined whether expression of cyclins and CDKs controlling cell cycle progression occur in a periostin-dependent manner. In this experiment, we throughout analyzed mRNA expression of the indicated molecules. In MRC-5 cells, periostin knockdown downregulated expression of cyclins E2, A2, and B1, but not of cyclin D1; and CDKs 1, 2, and 6, but not 4 (Fig. 2a). Several members of the E2F family (E2F1–3) are known to promote the expression of G1 and S phase genes, whereas B-MYB and FOXM1 promote the expression of G2 and M phase genes [24–26]. Knockdown of periostin downregulated expression of E2F2 and of both B-MYB and FOXM (Fig. 2a). Expression of E2F1 and E2F3 tended to decrease, although not to a point of statistical significance. We confirmed decrease of periostin protein by the knockdown of periostin (Fig. 2b). However, we could not observe upregulation of the indicated genes by overexpression of periostin in MRC-5 cells (Additional file 1: Figure S1). These results suggest that expression of periostin is critical for broad expression of cell-cycle–promoting genes.

**Fig. 2:**
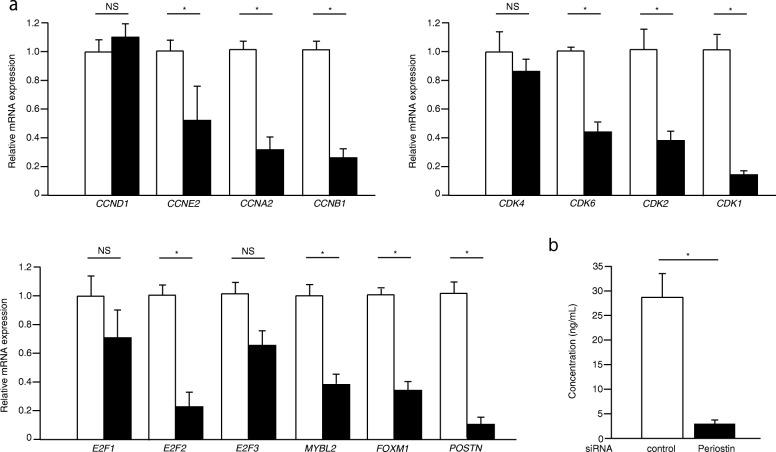
Effect of periostin silencing on expression of cell cycle-related genes in lung fibroblasts. MRC-5 cells were treated with 10 nM control (open box) or periostin (closed box) siRNA. **a** qRT-PCR for the indicated important cell cycle progression genes were performed in periostin-silenced MRC-5 cells after 48 h. The values were adjusted by *GAPDH* expression, and the fold changes are shown. **b** Periostin protein in the supernatant after 72 h. Values are mean ± SD of three independent experiments. *P < 0.05, NS: not significant

### Periostin or integrin silencing slows cell proliferation in lung fibroblasts

To examine whether downregulation of cell proliferation-promoting genes by knockdown of periostin is reflected in the cell proliferation of lung fibroblasts, we assessed the effect of periostin silencing on the proliferation of MRC-5 cells and NHLFs. The number of cells treated with siRNA for periostin decreased significantly compared to the control cells at 96 h after the start of incubation in MRC-5 cells (49.8 ± 9.4%, *P* < 0.05), and at 48 h (27.3 ± 7.2%, *P* < 0.05) and 72 h (28.5 ± 6.5%, *P* < 0.05) in NHLFs, respectively (Fig. 3a). We confirmed that periostin silencing did not weaken adhesion of MRC-5 cells (3.467 × 10^3^ ± 242.5 for control vs. 2.494 × 10^3^ ± 231.6 for periostin). Moreover, we confirmed downregulation of cell proliferation by periostin silencing by the BrdU assay (Fig. 3b). However, we could not observe enhancement of cell proliferation of MRC-5 cells by adding recombinant periostin protein (Additional file 1: Figure S2).

**Fig. 3:**
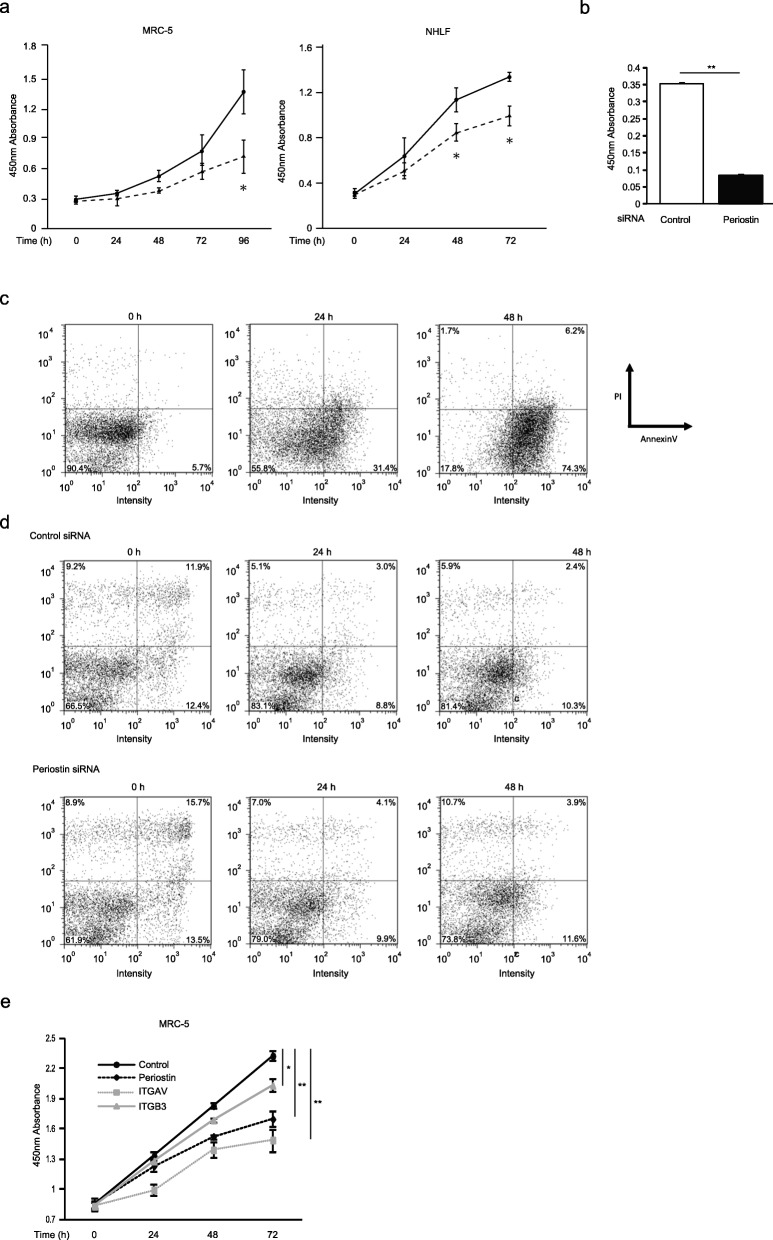
Periostin silencing slows cell proliferation in lung fibroblasts. **a**, **b**, **e** The growth curves of MRC-5 cells or NHLF. **a** The cells with (dashed line) or without (solid line) treatment of periostin knockdown were plated at a density of 1.0 × 10^4^ cells/well in 96-well plates. **b** The cells were treated with control siRNA or periostin siRNA for 48 h and pulsed with BrdU. After 12 h, the incorporation of BrdU was counted. Values are mean ± SD of three independent experiments. **e** The cells treated with siRNA for control (black solid line), periostin (black dashed line), α_V_ integrin (gray dashed line), or β_3_ integrin (gray solid line) were plated at a density of 1.0 × 10^4^ cells/well in 96-well plates. The cell numbers were evaluated at the indicated times. Values are mean ± SD of three independent experiments. *P < 0.05, **P < 0.01. **c**, **d** Flow cytometric analysis of annexin V (horizontal) and PI (vertical) labeling is depicted. The proportions of each fraction have been inserted. The same experiments were performed twice. MRC-5 cells were treated with 50 μg/mL cycloheximide and 50 ng/mL TNF-α (**c**) or siRNA for periostin (**d**) for the indicated times

To exclude the possibility that the decrease of cultured cell numbers by periostin knockdown is due to induced cell death, we next investigated whether periostin silencing causes cell death, using double staining of annexin V and PI. We confirmed that addition of both cycloheximide and TNF-α increased the annexin V^+^ and PI^−^ fraction, suggesting induction of apoptosis (Fig. 3c). In contrast, knockdown of periostin did not change the numbers of either annexin V^+^ or PI^+^ fraction (Fig. 3d), suggesting that decreased periostin in lung fibroblasts does not cause cell death.

Moreover, we next examined the effect of silencing of α_V_β_3_ integrin, the dominat periostin receptor on lung fibroblasts [15, 27] on the proliferation of MRC-5 cells. Knockdown of integrin α_V_ as much as periostin significantly, and knockdown of integrin β_3_ to a lesser extent, decreased cell proliferation at 72 h (Fig. 3e). Although α_V_β_3_ integrin may play an important role in cell proliferation by binding some ligands other periostin, these results strongly support that the interaction between periostin and integrin would be important for cell proliferation of lung fibroblasts.

### The effect of periostin on cell cycle in lung fibroblasts

Given that periostin silencing affects expression of cell-cycle–promoting genes and slows cell proliferation in lung fibroblasts, we examined whether periostin silencing affects distribution of cell cycle in lung fibroblasts. We confirmed that starvation of MRC-5 cells increased the distributions in the G0/G1 phase and decreased those of the G2/M phase (Additional file 1: Figure S3). Periostin silencing increased the distributions in the G0/G1 phase compared to control cells (66.1% vs. 60.1% for MRC-5 cells, 84.6% vs. 78.6% for NHLFs, Fig. 4), whereas the distributions in the G2/M phase were decreased (29.1% vs. 35.2% for MRC-5 cells, 11.4% vs. 14.6% for NHLFs) in both MRC-5 cells and NHLF. The distribution of the S phase either was not changed or decreased slightly (4.7% vs. 4.8% for MRC-5 cells, 6.8% vs. 4.1% for NHLFs). These results suggest that periostin silencing affects the distribution of cell cycle, particularly at the G1/S checkpoint, and drives the cells into G1 arrest, slowing cell proliferation.

**Fig. 4:**
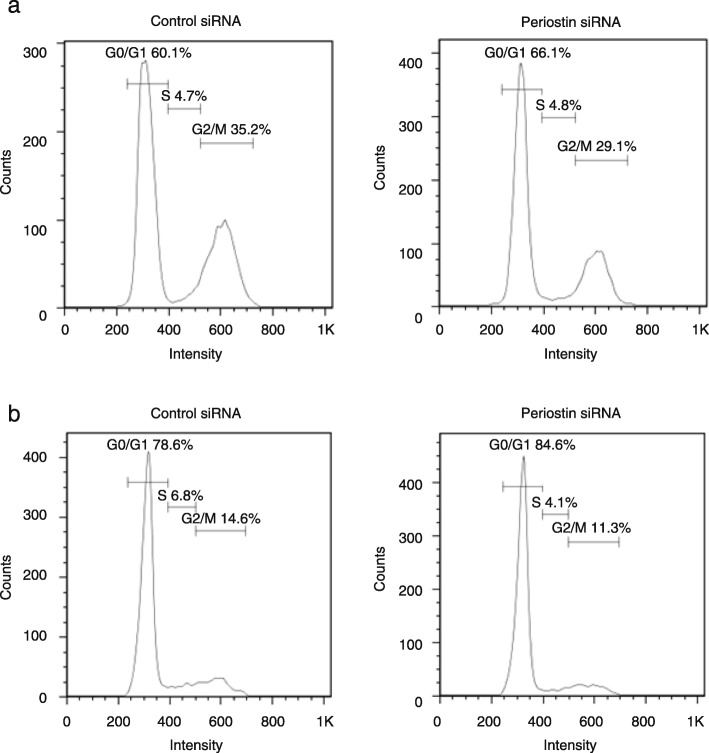
Effect of periostin on the distribution of the cell cycle in lung fibroblasts. After MRC-5 cells and NHLFs were serum-deprived for 24 h, the cells were treated with 10 nM control or periostin siRNA for 48 h. Distribution of the cell cycle of MRC-5 cells (**a**) and NHLFs (**b**) as estimated by flow cytometry is depicted. We performed the same experiments for three times and show the representative data

### Effect of periostin silencing on cell proliferation in lung fibroblasts derived from IPF patients

Given that periostin promotes cell cycle in normal lung fibroblasts, we then looked at whether lung fibroblasts derived from IPF patients also require periostin for maximum proliferation. We first examined periostin expression in five clones of lung fibroblasts derived from IPF patients and in nine clones of those derived from normal donors (Fig. 5a, b). Periostin expression varied among the clones. Although periostin tended to be more highly expressed, but not with statistical significance in IPF lung fibroblasts compared to normal lung fibroblasts at the mRNA level, the amounts of secreted periostin protein were not significantly different between IPF lung fibroblasts and normal lung fibroblasts. We then investigated the effect of periostin silencing on the proliferation of IPF lung fibroblasts. Periostin silencing inhibited proliferation at 24 h (11.8 ± 13.0%, *P* < 0.05), at 48 h (14.8 ± 9.3%, *P* < 0.05), and at 72 h (21.8 ± 7.2%, *P* < 0.05, Fig. 5c). Regardless of the levels of periostin expression, most cell-cycle–related genes behaved the same way as MRC-5 cells: expression of cyclins E2, A2, and B1 in the cyclin family; CDKs 1, 2, and 6 in the CDK family; E2F2 in the E2F family; and B-MYB and FOXM1 was downregulated by periostin silencing in IPF lung fibroblasts as well as in MRC-5 cells (Fig. 5d). Interestingly, although expression of E2F1 and E2F3 tended to be downregulated but did not reach statistical significance by periostin silencing in MRC-5 cells, it was significantly downregulated in IPF lung fibroblasts. These results demonstrate that lung fibroblasts derived from IPF patients sustain the ability to proliferate in a periostin-dependent manner similar to normal lung fibroblasts.

**Fig. 5:**
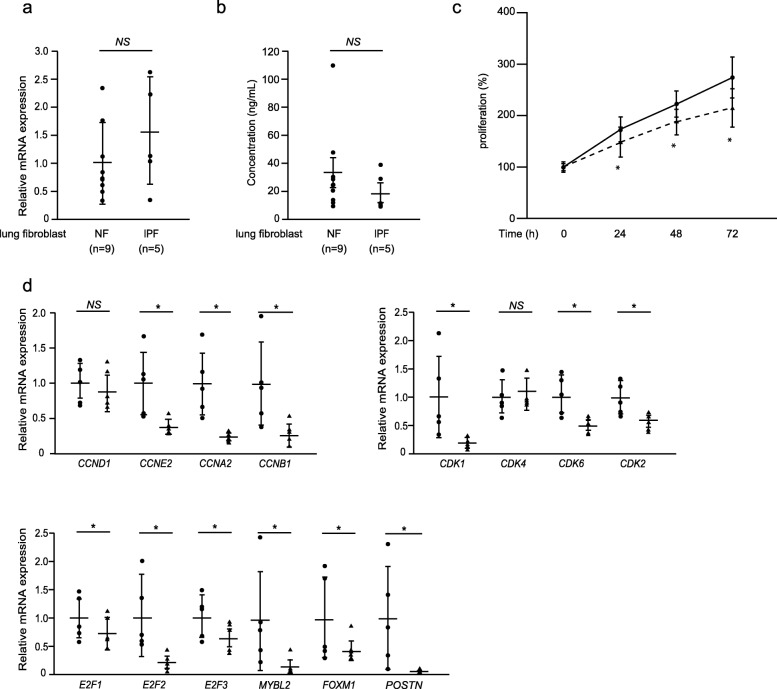
Effect of periostin silencing on proliferation of IPF lung fibroblasts. **a**, **b** Expression of periostin RNA estimated by qRT-PCR or periostin protein estimated by the ELISA assay. The values were adjusted by *GAPDH* expression, and the folds for the values are shown for qRT-PCR in panel **a**. The complete results of nine clones of normal lung fibroblasts and five clones of IPF lung fibroblasts are depicted. Values are mean ± SD of three independent experiments. *P < 0.05. **c** The growth curves of IPF lung fibroblasts. The cells with (dashed line) or without (solid line) knockdown of periostin were plated at a density of 1.0 × 10^4^ cells/well in 96-well plates. The cell numbers were evaluated at the indicated times. Values are mean ± SD of three independent experiments. *P < 0.05. **d** IPF lung fibroblasts were treated with 10 nM control (closed circle) or periostin (closed triangle) siRNA for 48 h. qRT-PCR for the indicated important cell cycle progression genes in periostin-silenced lung fibroblasts. The values were adjusted by *GAPDH* expression, and the folds for the values are shown. Values are mean ± SD of three independent experiments. *P < 0.05, NS: not significant

### The effect of CP4715, an inhibitor of integrin α_V_β_3_, on cell proliferation in lung fibroblasts derived from IPF patients

We have recently found that CP4715, a potent inhibitor against integrin α_V_β_3_, blocks TGF-β signaling, followed by reduced BLM-induced pulmonary fibrosis in mice, suggesting that CP4715 has the potential to be developed as a therapeutic agent for IPF [15]. Therefore, we investigated whether CP4715 can block proliferation of lung fibroblasts derived from IPF patients. CP4715 inhibited proliferation of IPF lung fibroblasts after 24 h (14.6 ± 8.9%, *P* < 0.05), after 48 h (19.3 ± 10.1%, *P* < 0.05), and after 72 h (29.1 ± 12.3%, *P* < 0.05) at the same levels as periostin silencing (Fig. 6a). However, the ability to downregulate cell-cycle–related genes was weaker than periostin silencing (Fig. 6b); CP4715 downregulated expression of cyclin A2 in the cyclin family, CDK 6 in the CDK family, and FOXM1 as well as periostin silencing did. However, expression of cyclins E2 and B1; CDKs 1 and 2; all of E2F1, E2F2, and E2F3; and B-MYB was not changed or tended to be downregulated without statistical significance by CP4715 treatment, in contrast to periostin silencing. These results demonstrate that CP4715 can inhibit proliferation of IPF lung fibroblasts as well as periostin silencing but has a weaker ability to downregulate cell-cycle–related genes.

**Fig. 6:**
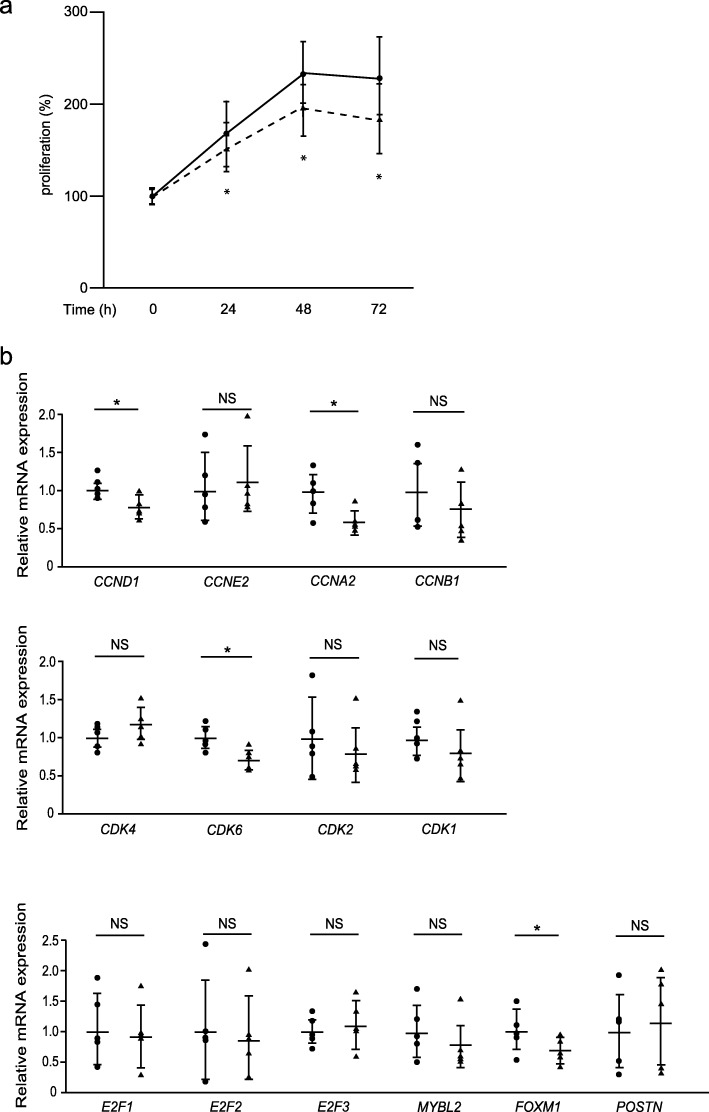
Effect of CP4715 on proliferation of IPF lung fibroblasts. **a** The growth curves of IPF lung fibroblasts. The cells in the absence (solid line) or presence (dashed line) of 1 μM CP4715 dissolved in DMSO were plated at a density of 1.0 × 10^4^ cells/well in 96-well plates. Cell numbers were evaluated at the indicated times. Values are mean ± SD of three independent experiments. *P < 0.05. **b** IPF lung fibroblasts were treated without (closed circle) or with (closed triangle) 1 μM CP4715 dissolved in DMSO for 24 h. qRT-PCR for the indicated important cell cycle progression genes in CP4715-treated lung fibroblasts were performed. The values were adjusted by *GAPDH* expression, and the folds for the values are shown. Values are mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, NS: not significant

## Discussion

Periostin is a matricellular protein that exerts various effects on cells by binding to several integrins on the cell surface [6]. The ability of periostin to promote cell growth in cancer cells has been well studied; either exposure of periostin, transfection of the periostin gene, or co-existence of periostin-producing cells can enhance proliferation of cancer cells [28–33]. This may be an underlying mechanism explaining why, in cancer, high periostin levels reflect aggressive tumor behavior, advanced stage, and poor prognosis [34]. Activation of the Erk pathways and the cross-talk with EGF signals have both been proposed as the underlying mechanism of how periostin accelerates proliferation of cancer cells [31–33]. Moreover, it has been reported that periostin induces cell cycle reentry in cardiomyocytes, followed by improving ventricular remodeling and cardiac function after myocardial infarction [35], although these effects are still controversial [36]. Our present study shows that periostin is required for maximal proliferation of normal lung fibroblasts and, moreover, that IPF lung fibroblasts retain this activity. We found that neither exposure to periostin nor overexpression of periostin enhances proliferation or expression of cell cycle-related genes in lung fibroblasts (Additional file 1: Figures S1 and S2). These results may suggest that the cell cycle in lung fibroblasts is strictly regulated compared with cancer cells [37], and that excess amounts of periostin do not add proliferative effects on lung fibroblasts in vitro. It has been reported that the negatively regulatory mechanism of cell cycle is impaired in IPF patients [38]. In such a situation, stimulation by periostin may enhance cell proliferation of lung fibroblasts. The finding that lung structure is normally maintained in periostin-deficient mice points to a dispensable role for periostin on proliferation of lung fibroblasts at steady state [14]. However, given the aggressive status of proliferation for lung fibroblasts such as IPF, expression level of periostin may make a difference in expansion of fibroblasts.

It is widely accepted that the mitogen and integrin signals via the PI3K/Akt and Erk pathways are important for the transition of the cell cycle from the G1 to the S phase, the first checkpoint of the cell cycle [39]. Integrin signals are unique among integrin members [39, 40] and periostin is a unique ligand for α_V_β_3_ because periostin does not have an RGD sequence like other ligands such as vitronectin, osteopontin, and fibronectin. Nevertheless, the cell cycle analysis in the present study shows that periostin is important for the G1/S transition of the cell cycle as well as other integrin ligands (Fig. 4). In the G1 phase, the cyclin D1/CDK4 complex phosphorylates Rb protein, followed by dissociation of E2F from Rb [36]. E2F increases transcription of cyclin E followed by formation of the cyclin E/CDK2 complex, which furthers Rb phosphorylation. Our present study shows that periostin is important for the expression of cyclin E2, CDK2, and E2F members, but not of cyclin D1 or CDK4. These results suggest that periostin promotes G1/S transition by enhancing production of the cyclin E/CDK2 complex via E2F members, rather than via the cyclin D/CDK4 complex. Although periostin is important for expression of the G2/M phase–related molecules―cyclin B, CDK1, B-MYB, and FOXM1―periostin silencing is unlikely to cause obvious impairment of the G2/M checkpoint.

It is appreciated that fibroblasts taken from IPF patients and cultured in vitro still retain the characteristics of the fibroblasts in vivo in IPF patients. IPF fibroblasts display enhanced proliferation on polymerized collagen matrices [41]. Moreover, profiles of expressed genes differ between IPF patients and normal donors [3–5] . These differences include several signature molecules of IPF such as IGFBP-3 and lysyl oxidase [3]. Lee et al. have reported that periostin expression is enhanced in fibroblasts derived from IPF patients, although expression levels of periostin vary among the clones [5]. We observed that some clones of IPF lung fibroblasts show high expression of periostin compared to normal lung fibroblasts, whereas there was no statistical significance because of the heterogeneity of IPF lung fibroblasts (Fig. 5). The concept of the heterogeneity of IPF lung fibroblasts is consistent with our previous finding that high expression of periostin is relatively limited to the fibroblastic foci, which are not broadly observed in the lungs of IPF patients [7]. In spite of the heterogeneity of periostin expression in IPF lung fibroblasts, all IPF lung fibroblasts retain the effects of periostin silencing on cell growth and expression of cell-cycle–related molecules (Fig. 5). These results suggest that neither programming nor the extracellular milieu in IPF affect the signal pathway of periostin for proliferation of lung fibroblasts.

Sadly, the median survival for IPF patients is only 3 to 5 years. Thus far, only two drugs, pirfenidone and nintedanib, have been approved by by FDA to treat IPF, and the efficacy of these drugs is limited. There is still an unmet need to develop a novel and effective therapeutic drug to treat IPF. Given that periostin is a key molecule in the pathogenesis of pulmonary fibrosis, it is a promising therapeutic target for IPF. Building on this concept, we have recently found that cross-talk between TGF-β and periostin is important for the generation of pulmonary fibrosis and that CP4715, a potent inhibitor of integrin α_V_β_3_, improves pulmonary fibrosis in mice by inhibiting TGF-β signaling [15]. Our present study shows that CP4715 has a potent ability to slow proliferation of IPF fibroblasts, as does periostin silencing, although CP4715 has weaker abilities to downregulate cell-cycle–related genes than periostin silencing (Fig. 6). These results give us a basis for applying inhibitors of the periostin/integrin α_V_β_3_ interaction to IPF patients.

## Conclusions

It is still uncertain how the fibroblasts in the patients with idiopathic pulmonary fibrosis (IPF) acquire the ability to progressively proliferate. Periostin is a matricellular protein playing a critical role in the pathogenesis of pulmonary fibrosis. In this study, we found that periostin plays a critical role in the proliferation of lung fibroblasts and that inhibition of the periostin/integrin α_V_β_3_ (a periostin receptor) interaction can be useful for the treatment of IPF patients.

## Supplementary information

**Additional file 1: Figure S1.** Effect of periostin overexpression on expression of cell cycle-related genes in lung fibroblasts. MRC-5 cells were transiently transfected with 0.1 μg of the mock plasmid (open bar) or the expression plasmid encoding periostin (closed bar). qRT-PCR for the indicated important cell cycle progression genes were performed in periostin-overexpressed MRC-5 cells after 48 h. The values were adjusted by *GAPDH* expression, and the fold changes are shown. Values are mean ± SD of three independent experiments. NS: not significant. **Figure S2.** Effect of adding recombinant periostin protein on proliferation of lung fibroblasts. The growth curves of MRC-5 cells. (a) The normal cells in the absence (solid line) or presence (dashed line) of recombinant periostin protein (10 μg/mL) were plated at a density of 1.0 ×10^4^ cells/well in 96-well plates. (b) The control cells (black solid line) or periostin knockdown cells with (gray solid line) or without (black dashed line) recombinant periostin protein (10 μg/mL) were plated at a density of 1.0 ×10^4^ cells/well in 96-well plates. Cell numbers were evaluated at the indicated times. Values are mean ± SD of three independent experiments. *P < 0.05, NS: not significant. **Figure S3.** Effect of serum starvation on the distribution of the cell cycle in lung fibroblasts. MRC-5 cells were cultured in the medium with (left panel) or without (right panel) serum for 48 h. Distribution of the cell cycle of MRC-5 cells as estimated by flow cytometry is depicted. We performed the same experiments for three times and show the representative data.

**Additional file 2: Table S1.** Primer sequences used in qRT-PCR.

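Table S1 gives, for each gene, the forward and reverse primers that bound the stretch of cDNA amplified in qRT-PCR. The amount of each product was set against that of GAPDH, which stands for the amount of RNA in the reaction, so that a change in GAPDH itself would shift every other gene. On the arrays, GAPDH had a log2 ratio of periostin siRNA to control siRNA of 0.04 ± 0.04 (SD over 10 spots), which was -0.09 under scaling on the median and -0.0032 after loess.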

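Table S2 gives for each spot the ratio of the signal with periostin siRNA to that with control siRNA, together with the number of the spot on the array and the gene symbol. The first 1999 of the 3685 rows were read here. They held 1588 rows with a ratio below 1, of which 4 lay just above 1/3, and 411 rows with a ratio above 3. For 100% of the 1999 rows the log2 ratio differed by less than 0.01 from that computed from the scanner files after scaling on the 75th percentile. The rows are spots and not genes, so a gene whose probe was printed 10 times can appear in several rows. CCNB1 had 11 rows and CDK1 had 10, and the 1588 lower rows carried 1174 different symbols. Of the 1588 lower rows, 719 were of spots well above background on both arrays, 487 on 1 array and 382 on neither.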

**Additional file 3: Table S2.** The profile of genes downregulated to less than one third or upregulated by more than three-fold by knockdown of periostin using DNA microarrays.

## Data Availability

The datasets used and/or analyzed during the current study available from the corresponding author on reasonable request.

## Abbreviations

Ab: Antibody
BLM: Bleomycin
CDC: Cell division cycle
CDK: Cyclin-dependent kinase
ECM: Extracellular matrix
IPF: Idiopathic pulmonary fibrosis
NHLF: Normal human lung fibroblast
PI: Propidium iodide
qRT-PCR: Quantitative reverse transcription PCR

# Supplementary material for: Periostin plays a critical role in the cell cycle in lung fibroblasts
**Source:** Respir Res. 2020 Jan 30;21:38. doi: 10.1186/s12931-020-1299-0
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Primer sequences used in qRT-PCR.

Table S1 Primer sequences used in qRT-PCR

| Gene  | Primer sequence                                                                                    |
|-------|----------------------------------------------------------------------------------------------------|
| GAPDH | Forward Primer: 5' – TGCACCACCAACTGCTTAGC – 3'<br>Reverse Primer: 5' – GGCATGGACTGTGGTCATGAG – 3'  |
| POSTN | Forward Primer: 5' – CAGAGAAATCCCTCCATGAAA – 3'<br>Reverse Primer: 5' – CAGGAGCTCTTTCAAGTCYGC – 3' |
| CCNA2 | Forward Primer: 5' – CCTGCAAAGTGCAGGTTGA – 3'<br>Reverse Primer: 5' – AAAGGCAGCTCCAGCAATAA – 3'    |
| CCNB1 | Forward Primer: 5' – AAGCCCAATGGAAACATCTG – 3'<br>Reverse Primer: 5' – GGATCAGCTCCATCTTCTGC – 3'   |
| CCND1 | Forward Primer: 5' – AACTACCTGGACCGCTTCCT – 3'<br>Reverse Primer: 5' – CCACTTGAGCTTGTTACCA – 3'    |
| CCNE2 | Forward Primer: 5' – CAGGTTTGGAGTGGGACAGT – 3'<br>Reverse Primer: 5' – CTCCATTGCACACTGGTGAC – 3'   |
| CDK1  | Forward Primer: 5' –GGTCAAGTGGTAGCCATGAAA – 3'<br>Reverse Primer: 5' –TCCTGCATAAGCACATCCTG – 3'    |
| CDK2  | Forward Primer: 5' – CATTCTCTTCCCCTCATCA – 3'<br>Reverse Primer: 5' – CAGGGACTCCAAAAGCTCTG – 3'    |
| CDK4  | Forward Primer: 5' – GAAACTCTGAAGCCGACCAG – 3'<br>Reverse Primer: 5' – AGGCAGAGATTCGCTTGTGT – 3'   |
| CDK6  | Forward Primer: 5' – TGCACAGTGTACGAACAGA – 3'<br>Reverse Primer: 5' – ACCTCGGAGAAGCTGAAACA – 3'    |
| E2F1  | Forward Primer: 5' – TGCAGAGCAGATGGTTATGG – 3'<br>Reverse Primer: 5' – CTCAGGGCACAGGAAAACAT – 3'   |
| E2F2  | Forward Primer: 5' – CCTTGGAGGCTACTGACAGC – 3'<br>Reverse Primer: 5' – CCACAGGTAGTCGTCTGGT – 3'    |
| E2F3  | Forward Primer: 5' – GGGAAACCTTTCTCCTCTGG – 3'<br>Reverse Primer: 5' – GGGGAGGCAGTAAGTTCACA – 3'   |
| MYBL2 | Forward Primer: 5' – CCATGGACCAAAGAGGAAGA – 3'<br>Reverse Primer: 5' – CTCAGGGTTGAGGTGTTGT – 3'    |
| FOXM1 | Forward Primer: 5' – TCTCGGAGGAAACAGCATCT – 3'<br>Reverse Primer: 5' – CAGAGGAGTCTGCTGGGAAC – 3'   |

How the deposited data were processed for this re-analysis (not part of the article)

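RNA of MRC-5 lung fibroblasts transfected with control siRNA or periostin siRNA, at 10 nM for 48 h, was measured on 1 single-colour Agilent array per condition. The authors deposited the scanner file of each array, made with Feature Extraction 11.5.1.1, whose intensity values had been background-subtracted and detrended by that program without scaling between the arrays. The authors also deposited a table of normalized intensity values for the same 58717 non-control spots. It was checked against the scanner files, and for probes printed once its values equalled the scanner intensity times 1 constant per array, with a 75th percentile of 1358 for control siRNA and 1357 for periostin siRNA. The text of the paper does not name the normalization. The array was annotated on hg19.

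The analysis was run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and in R 4.3.3 with limma 3.58.1 and the gene lists of Seurat 5.3.0. The main values are log2 of the processed signal minus the 75th percentile of the 58717 non-control spots of each array, which was 372 with control siRNA and 383 with periostin siRNA before scaling. Control spots were left out. The spots of one probe were averaged on the log2 scale, and a probe counted as well above background when at least as many of its spots carried that flag as did not. The brightest probe, by mean log2 signal over both arrays, stood for a gene. Where that probe was well above background on 1 array alone, the brighter signal was set against the higher of the dim probe's own signal and the lowest signal well above background on the other array, 7.43 on the control siRNA array and 7.89 on the periostin siRNA array before scaling, and the fold is written as at least that much. No ratio was given where a probe was well above background on neither array, which the text calls below background although a weak signal may be present. The RefSeq annotation of GRCh38.p14 was used only to name genes, and 65.1% of the spots matched through their accession. No coordinates are given, because the array and that annotation use different builds.

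Each condition had 1 array, so the number of arrays limits the precision and no replicate check of any difference was possible. The errors given are the SD over the 10 spots of a probe, or the error that Feature Extraction propagates for a single spot, and neither covers the difference between cultures. No test across genes was run. The S phase and G2/M lists, and lists of 19 TGF-β response genes and 22 interferon response genes, were fixed before the data were examined, and each median was set among 10000 random lists matched in 20 bins of mean signal. Lists of 12 immune cell markers, 7 interferon genes and 10 BMP targets were written after the main results had been seen. The genes named in the text were taken from those of Fig. 1b, Fig. 2a and Table S1, the integrin genes ITGAV and ITGB3, and the 8 genes with the largest fall and the 8 with the largest rise among named genes whose brightest probe was well above background on both arrays without a saturation or outlier flag and whose probes well above background on both arrays changed in the same direction; members of the gene lists are named besides, chosen after their values were seen.

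The scaling, the gene-level calls and the list medians were tested on simulated data, in which a pair of arrays was drawn from the control siRNA signals with the noise of the replicate spots and 200 genes, all brighter than the 75th percentile of the control siRNA array, were changed, so that dim genes and bounds were not tested in this way. For the comparison of periostin siRNA with control siRNA, run on 21743 genes, 100% of the 4-fold changes and 0% of the 2-fold changes were called past 3-fold, and 1 of 16086 unchanged genes was. The simulated arrays held spot noise and no difference between cultures, so these rates say nothing of false calls that cultures would cause. Of 20 lists of unchanged genes, 2 had a median outside the middle 95% of the random lists.

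The alternatives were the normexp background correction with an offset of 50 (applied to the median spot brightness, since the files hold no mean brightness), quantile normalization, no scaling, scaling on the median, on the spots well above background on both arrays or on the spike-in probes, loess with a span of 0.3, the authors' deposited table, the mean over the probes of a gene, filters on dim spots and on spots with an outlier flag, averaging of replicate spots, thresholds of 2-fold and 4-fold, and the lists without the genes the study names. The qRT-PCR, proliferation and flow cytometry experiments were not analysed here, nor was the DAVID analysis repeated.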

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

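The tests of scaling, dim probes, exchanged labels, a blemished spot and the BMP targets were chosen after the result was seen, whereas the comparison of the interferon response list with random lists was planned and the tests on the immune cell markers and the interferon genes were written down before their values were looked at.

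The paper does not discuss interferon response genes. In a list of 22 such genes 21 could be measured and their median log2 ratio of periostin siRNA to control siRNA was 1.68. The ratio was above 0 for 21 of 21 genes and 11 were higher by more than 3-fold, from MX2 at 0.45 to IFI44L at 4.23. MX1 rose from a signal of 409 to 3426, IFIT1 from 2850 to 10813 and CXCL10 from 56.3 to 899, so the rise was also present among bright spots, while OAS1 was above background with periostin siRNA alone. The middle 95% of 10000 random lists matched on signal lay between -0.22 and 0.33, and 0 of them had a median as high. Scaling between the arrays is argued against as the cause, since the lowest median under any scaling or background correction was 1.20. Dim probes are argued against in the same way, with a median of 1.58 over genes well above background on both arrays. Exchanged labels are argued against by the log2 ratio of POSTN, -3.24, which is lower on the array labelled periostin siRNA. Immune cells in the periostin siRNA culture would bring their own abundant transcripts, but the 7 of 11 named markers that could be measured had a median log2 ratio of 0.34 (random lists between -0.54 and 0.71), from CORO1A at -0.43 to CD14 at 0.94, and 4, namely HLA-DRA, LAPTM5, S100A8 and MS4A1, were below background on both arrays. CD74, an abundant transcript of many immune cells, had a signal of 9.57 with periostin siRNA, and CD14 was already at 287 with control siRNA. Whether the cells made interferon cannot be told apart from an outside or earlier signal: IFNB1, IFNL1, IFNL3, IFNA2 and IFNG were below background on both arrays, and IFNL2, which shares sequence with IFNL3, had a log2 ratio of 0.23. A response of the cells to the siRNA itself, a difference between the cultures that has nothing to do with periostin, and an effect of lowered periostin all stay open, since each condition is 1 culture and 1 array.

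ID1, which the paper does not discuss, had a log2 ratio of -4.57 with a propagated spot error of 0.20, from a signal of 22371 with control siRNA to 944 with periostin siRNA, and was among the 8 genes with the largest fall. It rests on 1 spot, which carried no outlier flag on either array. Scaling is argued against as the cause, since the highest value under any scaling or background correction was -4.51. A blemished spot could not be tested directly, because ID1 has 1 probe here, and the missing flag alone bears on the spot itself. Other targets of BMP signalling, on other spots and in a list written after ID1 had been seen, mostly fell as well. The median log2 ratio of the other targets was -1.82, with ID3 at -3.49, ID2 at -2.43 and ID4 at -1.87, although SMAD6 at 0.47 and BAMBI at 1.64 rose. With ID1 included, the 10 targets had a median of -1.85, and 0 of 10000 random lists matched on signal had a median as low (middle 95% between -0.32 and 0.42), but the list was chosen with ID1 in view. Lower BMP signalling, slower growth of the culture, a difference between the cultures and, for ID1 itself, a blemished spot all stay open as hypotheses, since these arrays do not separate them.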

How the results depend on the processing

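The settings for the TGF-β and interferon lists, and the gene-level values without spots that carry an outlier flag, were chosen after seeing the data. No paired analysis was possible because each condition has 1 array, and for the same reason no replicate was left out in turn. The slide as a block was not run, since both arrays lay on the same slide.

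POSTN was lower, and the S phase and G2/M lists had a median below 0, under every setting run for them. The POSTN log2 ratio ranged from -3.37 to -2.99, the S phase median from -0.76 to -0.44 and the G2/M median from -2.47 to -1.49. The normexp background correction moved most results. It gave 366 lower and 281 higher spots, 190 lower and 143 higher genes, and log2 ratios of -0.44 for the S phase list, -1.49 for the G2/M list and -2.99 for POSTN. Its offset of 50, added to both arrays, pulls the ratios of dim probes towards 0 by construction. It also changed the balance of the calls, with 43.4% of the spots and 42.9% of the genes past 3-fold being higher ones, against 56.5% and 55.1% in the main setting. Scaling on the median shifted the median of all genes by -0.13, and with it gave -0.76 for the S phase list, -2.47 for the G2/M list and -3.37 for POSTN. It too left fewer higher than lower calls, with 47.2% of the spots and 46.3% of the genes past 3-fold being higher ones.

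At a 2-fold threshold 4381 spots and 1031 genes were lower and 5465 spots and 1279 genes were higher, and at 4-fold 981 spots and 274 genes were lower and 1249 spots and 278 genes were higher. With only spots well above background on both arrays, 743 were lower and 802 higher, and the G2/M median was -2.14. Without the genes the study names it was -2.16. The remaining alternatives kept the counts within 1.5 times the main ones, and POSTN and both cell cycle medians within the SD between replicate spots. The medians of a pair of further lists kept their sign, between -0.40 and -0.15 for TGF-β response genes and between 1.20 and 1.72 for interferon response genes.

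For the 52 genes named by the rule, 427 of 519 values under an alternative lay within the SD between replicate spots of the main value and 92 had moved by more, and no gene past 3-fold changed sign. Some settings could hardly move a value. For probes printed once the authors' table differs by 1 factor per array, and averaging over probes leaves a gene with 1 probe unchanged. Scaling on the median moved all named genes by about -0.13, just past that SD of 0.12. The counts thus say little about single genes. Of the 52 genes, 9 crossed 3-fold under at least 1 alternative. CCND3, CDKN1B and GAPDH, all close to 0, changed sign. CDC14A has no value once spots with an outlier flag are left out. The number of genes measured was limited by signal over background: of the 21743 genes named, 5689 were below background on both arrays and have no ratio.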

Differences from the paper's values

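The paper gives 1558 genes lowered to less than 1/3 and 2097 genes raised by more than 3-fold. Counting each RefSeq gene once, with its brightest probe well above background on at least 1 array, gave 441 lower and 541 higher genes. The gene counts stayed more than 1.5 times below the paper's under each alternative set before the data were examined, the highest being 1031 lower and 1279 higher genes at a 2-fold threshold, and also without spots that carry an outlier flag, a setting chosen after seeing the values (437 and 539 genes). Counting spots in place of genes, with no filter on signal, gave 1783 lower and 2320 higher spots, each within 1.5 times the paper's number. The spot counts were also within 1.5 times the paper's under quantile normalization, no scaling, scaling on the median, on the spots well above background on both arrays or on the spike-in probes, loess, the authors' deposited table, only spots well above background on at least 1 array, averaging of replicate spots and leaving out spots with an outlier flag. They were not under the normexp correction, the thresholds of 2-fold and 4-fold, or only spots well above background on both arrays.

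The rows of the paper's Table S2 read here, the first 1999 of 3685, hold 1588 lower rows, where the paper's text gives 1558. Together with the 2097 raised genes of that text, 1588 makes up the 3685 rows and 1558 does not. The 1686 rows not read here were not checked for direction. The rows are spots, so the paper's counts are of spots, and the 441 and 541 genes counted here are in another unit.

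The paper counts genes related to TGF-β among the raised genes of its 3-fold comparison (Fig. 1b). Of these, TGFB2 was higher by more than 3-fold here, whereas TGFB3 was 2.08-fold higher and TGFB1 was lower with a log2 ratio of -0.58. A 2-fold threshold is passed by TGFB3 in the main setting, but TGFB3, from a dim control signal of 19.0, did not pass it under the normexp correction, quantile normalization, scaling on the median or loess. The paper counts several transcription factors among the lowered genes of its arrays, and its text does not name them there. Its qRT-PCR, without a 3-fold threshold, reports lower E2F2, MYBL2 (B-MYB) and FOXM1. A fall of less than 3-fold here is thus no difference from it. On the arrays E2F2 was past 3-fold, and MYBL2 passed it under quantile normalization, scaling on the median and loess. FOXM1, E2F1 and E2F3 were lower by less than 3-fold. In the main setting MYBL2 and FOXM1 pass a 2-fold threshold, and MYBL2 does not under the normexp correction.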

Other observations

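The tests on dim spots and on CDC14A were chosen after their results were seen.

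Spots well above background on neither array passed 3-fold about as often as spots well above background on both. Of 22672 such spots 1052 did so, or 4.64% (exact 95% binomial interval 4.37% to 4.92%, counting error only), against 4.74% of the 32619 spots well above background on both arrays. Noise of the single spot may account for part of these calls: for the 120 probes printed 10 times with no spot above background on either array, 3.00% of 1200 single spots passed 3-fold, but 0 of the 120 means over 10 spots did, and the largest mean was 0.88 in size on the log2 scale. Blank spots alone are argued against as the whole of it, since 0.974% of the 308 negative control spots passed 3-fold (interval 0.201% to 2.82%), less often than the dim spots.

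In the main setting CDC14A had the largest fall among the genes of Fig. 1b, a bound of -4.39 on the log2 ratio against -4.30 for CDK1. Under the normexp correction CDC14A was at -0.99, a smaller fall than those of CDK1 at -2.39 and CDC20 at -2.61. The fall of CDC14A rests on 1 spot with a flag for uneven pixels on the control siRNA array. Taken from its median pixel, the control signal still gave a bound of -3.06 on the log2 ratio. Whether the spot was blemished or CDC14A fell cannot be told apart, because there is no other probe of CDC14A named here to set beside it.

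The G2/M genes fell more than the S phase genes, and the G2/M median was the lower one under each alternative run for both lists. The paper reports flow cytometry of separate cultures, which were not analysed here.

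The paper names TGFB2 and TGFB3 among the raised genes. A list of 19 TGF-β response genes had a median of -0.27, with 14 below 0, and 76 of 10000 random lists had a median as low. The list contains POSTN, and without it the median was -0.24. Its members went both ways, with CDH2 at -2.25, but TAGLN at 1.37 and ACTA2 at 1.08.

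The integrin genes that the paper silences in other experiments changed little on these arrays, with a log2 ratio of -0.06 ± 0.06 (SD over 10 spots) for ITGAV and 0.35 for ITGB3 with a propagated spot error of 0.20.

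The paper's qRT-PCR in MRC-5 cells used separate cultures (Fig. 2a). The paper reports no decrease of cyclin D1 and CDK4, and a tendency of E2F1 and E2F3 to decrease that was not statistically significant. On the arrays, CCND1 was 1.05-fold lower, and the ratio of periostin siRNA to control siRNA was 0.761 for CDK4, 0.516 for E2F1 and 0.621 for E2F3, with no replicate array to judge these by.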
